A study of Mus musculus with 4 samples. Its data were reported in "Spatiotemporal transcriptomic map of glial cell response in a mouse model of acute brain ischemia" (2024).

How the data were processed

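The data are single-cell RNA sequencing libraries of Plp1/tdTomato mice. In these mice the promoter of the myelin gene Plp1 drives a Cre recombinase that acts once tamoxifen is given, and cells in which it has acted, oligodendrocytes among them, make the red fluorescent protein tdTomato. The labels give male mice of the C57Black/6 strain, 3 months old, while the methods describe the Plp1/tdTomato mice as a cross of a line that carries this Plp1-driven Cre with a tdTomato reporter line of B6;129S6 background, so the genetic background need not be C57Black/6 alone. In the ischemic groups the middle cerebral artery was coagulated and cut through, which closes it for good and leaves a small infarct in the parietal cortex. Each of the 4 groups (sham control and days 1, 3 and 7 after the occlusion) is 1 library made from the pooled cells of 3 animals, and 3000 fluorescent cells per group were collected by fluorescence-activated sorting. The labels call the control sham, while the protocol names intact cortical tissue as the control, and the design text names forebrain hemispheres. How far the tissue taken differed between control and ischemic groups was therefore left open. The protocol also says that the suspension left after an aliquot for sorting went into library preparation, so the share of unsorted cells in the libraries is open too. The libraries were made with the 10x Genomics Chromium 3' v3.1 chemistry.

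The deposited files hold raw counts, which are whole numbers of unique molecular identifiers (UMIs, tags that mark single RNA molecules) per gene and barcode. Per the study's methods, the authors aligned the reads with STARsolo to the mouse genome and counted UMIs over the exons of genes, with UMIs 1 mismatch apart merged and UMIs shared by several genes filtered. The submitters' processing notes name STAR 2.7.3a and the builds GRCm38 and mm10. The files list 46985 genes and 6794880 barcodes per library, so the empty droplets are included and no cell filter had been applied to these counts. Gene symbols and identifiers were used as the files pair them. Removal of background RNA is described for the nuclei of the study, and the methods call the low-level processing of these cells similar without naming that step. Whether it was applied to the cells in the study is open; the deposited counts, which include the empty droplets, were used as they are. A gene with near-identical copies depends on how reads shared between the copies were counted. Such genes are C4b and C4a, the H2 genes of the class I locus, the Serpina3 family, Hspa1a and Hspa1b, and histone genes. The same may hold to a lesser degree for related genes that are not near-identical, such as the neighbouring kallikreins Klk8 and Klk9.

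Barcodes were called cells with the emptyDrops method written out in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1), with the Good-Turing estimate of edgeR 4.0.16 in R 4.3.3. Barcodes of at most 1000 UMIs gave the ambient profile, 10000 Monte Carlo draws gave the p-value of each barcode, and barcodes at a false discovery rate under 0.001 or above the knee were kept. This gave 6302 barcodes. Cells with fewer than 500 detected genes or with at least 20.0% mitochondrial UMIs were left out. Scrublet, run per library through scanpy 1.11.5 with an expected rate of 0.02, marked 18 of 6087 cells (0.296%), which is too few for a working doublet call. The marked cells were removed, but doublets must be taken as still present, and an alternative also removed the 2% of cells with the highest doublet scores in each library. The final set held 6069 cells.

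Cells of all libraries were clustered together without integration, on log counts per 10000, 2000 variable genes, 30 principal components and 15 neighbours, by the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at resolution 1.0 with seed 0. A cluster was named "X-like" from 20 marker lists fixed before the data were examined. The rule that turned markers into names was set after the clusters had been seen: a cluster took the type with the highest mean standardised marker level among those with at least 3 markers detected in at least 20% of its cells, and stayed unnamed where at least 2 markers of another type, and more than of its own, were among its 10 leading genes. Oligodendrocytes were clustered again at resolution 0.8 on 20 components without the genes of the reactive, ribosomal and mitochondrial lists, and subclusters were called MOL2-like or MOL5/6-like after the mature oligodendrocyte types 2 and 5/6 of the study, by a rule set after they had been seen (3 MOL2 markers at least 1.5-fold higher than in the other oligodendrocytes, or 3 MOL2 markers below and 3 MOL5/6 markers near or above the mean of all oligodendrocytes). The cells with a UMI of a gene were counted after each cell had been thinned at random to 3000 UMIs, the largest of 4 preset depths that at least 80% of the oligodendrocytes of each library reach. Shallower cells were left out of these shares.

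UMIs were summed over the mature oligodendrocyte-like cells of each library and given as CPM, the counts scaled to the same total in every library. Each group is 1 library, so no test between groups, p-value or standard error was computed, and a difference between 2 libraries has no replicate check. Ratios have exact conditional binomial intervals, CPM exact Poisson intervals and shares exact (Clopper-Pearson) binomial intervals, all at 95%, and all cover counting error only. The interval of a list median or of a difference between subtypes comes from 1000 Poisson draws. A ratio to a sum of 0 UMIs was computed against a floor of 3 counts over the group and is a lower bound, and the share that 0 cells allow was taken as 3 of the cells counted. Total UMIs ran from 12368204 to 16176660 per library and oligodendrocyte sums from 7742517 to 11151461, so that 1 UMI in a sum is worth about 0.1 CPM and genes with few UMIs have wide intervals.

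The 27 gene lists were fixed before the data were examined: interferon response, MHC class I antigen presentation, myelin, cholesterol synthesis, integrated stress response, endoplasmic reticulum chaperones, heat shock and chaperonin, immediate early genes, p53 targets, hypoxia and glycolysis, oxidative phosphorylation, ribosomal proteins, proteasome, lysosome, complement and acute phase, translation initiation, cytoskeleton, iron handling, oxidative stress response, cell cycle, homeostatic microglia, reactive microglia, chemokines and cytokines, reactive astrocyte, and the genes the study names for its interferon-responsive (MOL IFN) and disease-associated (MOL DA1 and MOL DA2) oligodendrocytes. The last 3 lists were chosen by the study on these samples. A member is measured with at least 20 UMIs in either sum, and counts as higher or lower at 1.5-fold with its interval on that side of 1. The median log2 ratio of a list was set against 10000 random lists of the same size, matched on mean expression in 20 bins. Its percentile describes these libraries and is not a test. Members at 0 UMIs in 1 sum enter at the floor.

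Genes were named by a rule fixed before the data were examined: at least 50 UMIs in the higher sum and 10 cells there, at least 2.0-fold either way, and the near bound of the interval at 1.5 or beyond. Mitochondrial, ribosomal protein and haemoglobin genes, predicted genes, and genes no higher in CPM than in the barcodes of at most 100 UMIs of the same library (the ambient level, a measure of free RNA) were only counted. The 12 highest and 8 lowest were named, with the 2 members of each list that differed most and 20 genes the study names. In microglia-like and astrocyte-like cells the numbers were 10 and 5. A class was compared where it had at least 50 cells in both libraries, with the lists of its own type read in 4 members. Sgk1, Ptgds, Hist1h2al and Vegfa are also given where the rule does not name them, and were then chosen after their values were seen.

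The alternatives were a fixed minimum of 1000 or 2000 UMIs, at least 1000 genes, a mitochondrial limit of 10%, doublets kept, clustering at resolutions 0.5 and 2.0 (oligodendrocytes 0.4 and 1.5, or with all variable genes), scaling by trimmed means (TMM, edgeR) or by medians of ratios, a total without mitochondrial and ribosomal protein genes, the mean of per-cell CPM, 10% of each sum removed as ambient RNA, the sham make-up of subtypes, list minimums of 1 UMI in each sum and of 100 UMIs in either, gene minimums of 20 and 200 UMIs, and no thinning. Chosen after seeing the data were the removal of the highest 2% of doublet scores, sums without cluster 10 (few UMIs and a high mitochondrial share) or without subcluster 9 (led by astrocyte genes), clustering without Ptgds, and MOL5/6-like cells without subcluster 7.

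The procedures were tested on simulated data. With 50 genes changed by each size among the day 1 genes, the rule for named genes took 0 of those at 1.5-fold, 21 at 2-fold and 50 at 4-fold, and 0 of the 16458 unchanged genes; it is thus a rule of size that passes over moderate differences. For day 3 it took 26 and for day 7 24 of the genes at 2-fold. Intervals held the true ratio for 95.6% of genes at day 1, 95.9% at day 3 and 95.7% at day 7. The simulated sums were drawn with counting error alone, so this coverage checks the computation. It does not cover UMIs that gather in few cells, as some do in the data. The limits on cells and on the ambient level were not exercised in these simulations. In the cell-calling step 0 of 300 simulated empty droplets and 300 of 300 thinned cells of the sham library were called.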

Results

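Cell suspensions of 4 groups were profiled by droplet-based single-cell RNA sequencing: sham control mice and mice 1, 3 and 7 days after permanent occlusion of the middle cerebral artery. Each suspension pooled 3 animals. A fluorescence sort for Plp1/tdTomato-positive cells, among them oligodendrocytes, is described, and the share of unsorted cells in the libraries is open. The libraries held 12368204 (sham), 15629259 (day 1), 15378936 (day 3) and 16176660 (day 7) UMIs. Barcodes called as cells numbered 1497, 1577, 1358 and 1870, and 1461, 1506, 1308 and 1794 of them passed the filters, with a median of 6243, 7658, 8054 and 5758 UMIs per cell. There was 1 library per group and hence no replicate: every interval given is a 95% interval of counting error, and a difference between libraries compares these libraries and not the spread between animals. The 3 ratios against sham also share the same sham library.

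Mature oligodendrocyte-like cells, named by myelin markers such as Plp1, Mbp, Mog and Mag, made up 4687 of the 6069 cells (77.2%). Their share was 78.4% (76.2–80.5) in sham, 88.3% (86.6–89.9) at day 1, 76.7% (74.3–78.9) at day 3 and 67.3% (65.1–69.5) at day 7. Microglia-like cells were 5.27% (4.18–6.54), 2.86% (2.07–3.83), 9.25% (7.74–11.0) and 8.58% (7.33–9.98) of the libraries in the same order, and astrocyte-like cells 7.26% (5.98–8.71), 3.12% (2.30–4.13), 5.96% (4.74–7.39) and 10.7% (9.31–12.2). OPC-like cells, named for the oligodendrocyte precursor, were 0.890%, 0.598%, 0.535% and 3.85%, and 69 of these 98 cells came from day 7. Endothelial-like cells (2.74%, 2.46%, 1.61% and 2.29%), mural-like cells (2.53%, 0.996%, 1.45% and 1.67%), neuron-like cells (0.958%, 0.0664%, 1.45% and 3.23%), neuroblast-like cells (0.616%, 0.598%, 0.688% and 1.23%) and fibroblast-like cells (0.616%, 0.332%, 0.382% and 0.502%) were rarer. A cluster led by the choroid plexus gene Ttr stayed unnamed (0.684%, 0.664%, 1.99% and 0.613%). These shares can be set by the sort, as far as it was applied, and by the filters on UMIs, and do not give the make-up of the tissue. Among the clusters of the oligodendrocyte class, cluster 6 was led by Serpina3n, C4b and Klk6 and cluster 11 by stress and immediate early genes such as Gadd45b, Hspa1a, Atf3 and Fos. Their sizes are not compared, since these genes differ between the libraries. Cluster 10 had a median of 2614 UMIs and 10.5% mitochondrial UMIs. Subcluster 9 of the class, with 43, 33, 27 and 24 cells, was led by astrocyte genes such as Sparcl1, Fabp7, Slc1a2 and Gja1. Both were kept in the sums.

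**Figure D1:**
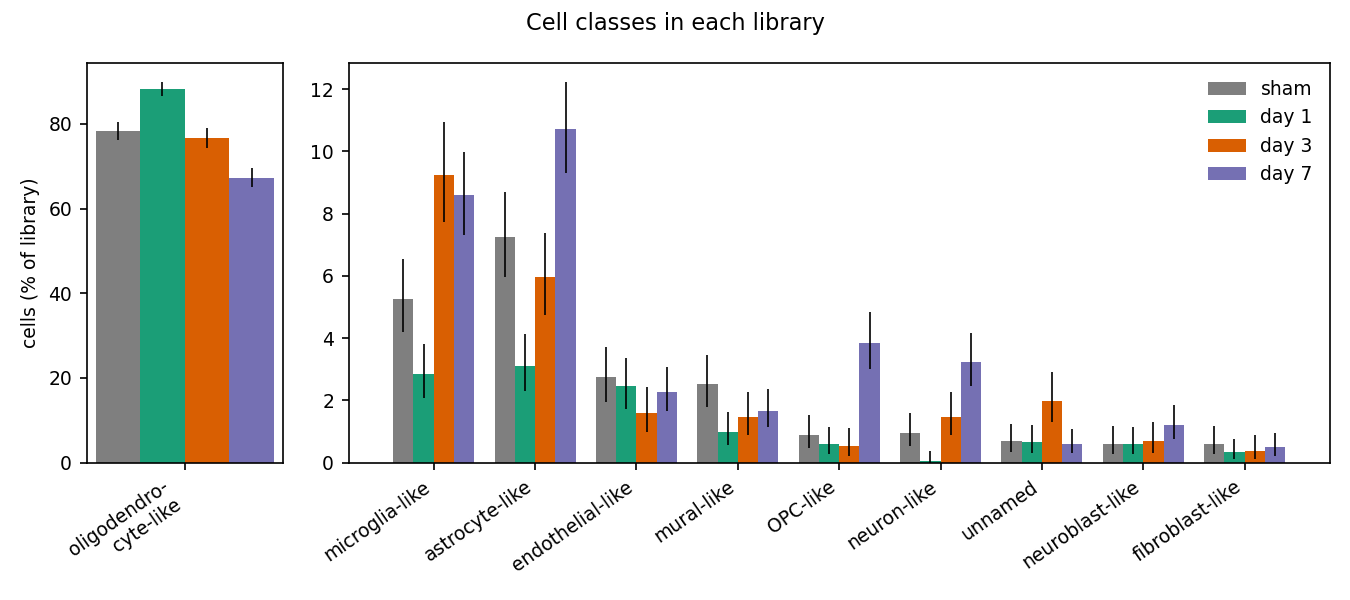
Share of the cells of each library (percent, vertical axis) in each cell class (horizontal axis), for sham and days 1, 3 and 7. Bars are the share in 1 library and error bars its exact binomial 95% interval; oligodendrocyte-like cells are 67.3% to 88.3% of every library.

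The first comparison asked how oligodendrocytes differed from sham 1 day after the occlusion. Summed over the class, the day 1 library held more RNA of immediate early genes and of complement and acute-phase genes. Neither list was even over the cells. Subcluster 7, led by stress and immediate early genes, had 143 of the 1330 cells. In subclusters 0 to 6 the immediate early median log2 ratio ran from −0.33 to 0.39 over 4 to 8 measured genes, and the complement and acute-phase median from 0.24 to 1.08 over 3 to 4. Over the whole class 16 and 6 members were measured, so these medians are not like for like with those of the class. Fos, a subunit of the transcription factor AP-1, was 76.3-fold higher (32.5–236; 544 UMIs in 124 cells against 5 UMIs), and Atf3, a stress-induced transcription factor, was 219-fold higher (39.0–8673; 312 UMIs in 54 cells against 1 UMI). Serpina3n, a secreted inhibitor of serine proteases, stood at 199 CPM against 11.4 CPM in sham, 17.5-fold higher (14.2–21.9), and complement component C4b was 3.34-fold higher (2.86–3.93). Cdkn1a, which encodes the cell-cycle inhibitor p21, was 13.2-fold higher (10.3–17.2), while the myelin genes Plp1, Mog and Mag lay between 0.942 and 1.03 times sham.

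The rule for named genes took 57 genes that were higher and 2 that were lower at day 1, of 9224 tested. A further 28 met the limits of size but were no higher than in the ambient barcodes, and 9 were ribosomal, mitochondrial, haemoglobin or predicted genes. Besides Atf3 and Fos, the highest were Sv2c, a synaptic vesicle glycoprotein (141 UMIs in 30 cells, at least 33.0-fold higher than the 0 of sham), the kallikrein proteases Klk9 (at least 31.3-fold) and Klk8 (at least 15.9-fold), the peptide hormone Ucn2 (at least 14.0-fold) and Angptl4, an inhibitor of lipoprotein lipase (at least 13.3-fold). They also included the pseudokinase Trib1 (78.6-fold, 13.8–3131), Socs3, a feedback inhibitor of cytokine signalling (65.6-fold, 17.9–546), the cell-junction protein Amotl1 (56.8-fold, 15.5–473), the metalloreductase Steap3 (35.4-fold, 9.56–297) and the membrane protein Emp3 (23.2-fold, 7.69–114). Sums of a few sham UMIs leave these ratios with wide intervals. The histone gene Hist1h2al was 21.1-fold lower (12.3–39.2) and Atp5g2, a subunit of ATP synthase, 2.26-fold lower (1.77–2.91). Both were lower in the ambient barcodes too. Of the other genes the study names for its oligodendrocyte populations, Tnfrsf12a, the receptor of the cytokine TWEAK, was 4.93-fold higher (3.57–6.95), Klk6 1.52-fold (1.39–1.67), the tetraspanin Cd63 1.84-fold (1.77–1.91), the alarmin Il33 1.41-fold (1.37–1.45) and Ddit3, a transcription factor of the stress response, 1.32-fold (1.18–1.47). H2-D1 (1.07, 0.917–1.24) and B2m (0.937, 0.779–1.13), which form MHC class I, differed by less than counting error, Ifi27l2a was 1.67-fold lower (1.24–2.24; 88 UMIs, below the ambient level), and Ifi27 was 1.14-fold higher (1.06–1.23). Tnfrsf1a, the receptor 1 of tumour necrosis factor, had 36 UMIs against 0, at least 8.42-fold higher but below its ambient level. Ptgds, prostaglandin D synthase, was 1.29-fold lower (1.28–1.29).

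By list, 13 of the 16 measured immediate early genes were at least 1.5-fold higher at day 1. Their median log2 ratio of 2.15 (1.60–2.65) lay above all 10000 random lists, and was 1.24 with a minimum of 100 UMIs per member. The summed UMIs of the list per thinned cell differed less, with means of 3.96 in sham and 5.15, 4.54 and 4.31 at days 1, 3 and 7. Complement and acute-phase genes had a median of 2.17 (1.83–2.45) over 6 members, 5 of them higher, and 1.03 once the minimum for a member was lowered from 20 UMIs in either sum to 1 UMI in each. Among the integrated stress response 4 of 16 were higher (median 0.31, 0.21–0.42), with Cebpb at least 12.4-fold higher but below ambient. Among heat shock and chaperonin genes 3 of 20 were higher (0.19, 0.14–0.25), with the chaperone Hspa1a at 5.85-fold (4.28–8.15) and Hspb1 at 249 UMIs in 13 cells, not above ambient. The lists chosen by the study on these samples are not independent evidence of direction: MOL DA1 had 7 of 13 members higher (0.61, 0.48–0.72), MOL DA2 7 of 17 (0.40, 0.27–0.49), and MOL IFN 1 of 9 higher and 1 lower (0.19, 0.12–0.24). Within subclusters 0 to 6 the medians were 0.11 to 0.23 for MOL DA1, −0.074 to 0.14 for MOL DA2 and −0.19 to 0.080 for p53 targets. Ribosomal protein genes had a median of 0.25 (0.23–0.27) with 3 of 74 higher, but of −0.085 to 0.022 within subclusters 0 to 6. The median was 0.28 for p53 targets (2 of 13 higher) and 0.30 for iron handling (2 of 7). Translation initiation stood at 0.18 (1 of 20), proteasome 0.13 (0 of 25), cytoskeleton 0.12 (5 of 24), endoplasmic reticulum chaperones 0.12 (0 of 16), cholesterol synthesis 0.11 (0 of 20) and oxidative stress response 0.07 (4 of 15; Srxn1 3.30-fold, 2.48–4.46). The interferon response (0.20, 0.09–0.49; 3 of 10 higher, 1 lower), MHC class I (0.09, −0.09 to 0.22; 1 of 11), cell cycle (0.17; 1 of 7), hypoxia and glycolysis (0.04; 2 of 19), oxidative phosphorylation (0.01; 0 of 25), lysosome (−0.02; 1 of 21) and oxidative stress response lists lay inside the central 95% of random lists. Myelin genes had a median of −0.07 (−0.08 to −0.06) with none of 20 at 1.5-fold either way. Markers of other cell types that oligodendrocytes may carry as free RNA were also read: the reactive astrocyte list, which holds Serpina3n, Cd9, Apoe and other genes of oligodendrocytes, had 7 of 13 higher (0.79, 0.66–0.82), the reactive microglia list 1 of 8 (0.17), and 1 homeostatic microglia gene and 2 chemokine genes were measured.

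The second comparison asked the same of day 3. Here Serpina3n, C4b and Klk6, a protease of myelinating cells, reached their highest levels of the 4 libraries. Serpina3n stood at 421 CPM, 37.0-fold above sham, C4b at 345 CPM against 24.4, 14.1-fold above (12.2–16.4), and Klk6 at 425 CPM against 89.6, 4.75-fold above (4.38–5.15). Still higher than in sham were the immediate early gene Fos (73.2-fold, 31.1–227), Cdkn1a (7.03-fold, 5.42–9.24) and Tnfrsf12a (6.90-fold, 5.02–9.71). Ptgds was 2.31-fold lower (2.29–2.32). Genes of the interferon response and of MHC class I were higher than in sham too, although H2-D1, B2m, Ifi27l2a, Ifit3, Irf7 and Psmb8 all lay below their ambient level.

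The rule took 97 higher and 14 lower genes at day 3 of 9119 tested, with 61 and 5 more that were not above ambient. Besides Fos and Serpina3n, the highest included Syt4, a vesicle protein (502-fold, 89.7–19851, with 580 UMIs in 37 cells). Trib1 (114-fold, 20.1–4544), Socs3 (89.5-fold, 24.5–744), Atf3 (83.9-fold, 14.7–3348) and Amotl1 (74.0-fold, 20.2–616) came next. Klk8 (200 UMIs against 0, at least 57.7-fold), Klk9 (at least 40.9-fold), Steap3 (38.9-fold, 10.5–326), the tetraspanin Tspan4 (36.2-fold, 15.3–113) and Bcl3, a regulator of NF-kappaB (27.2-fold, 10.4–102) were higher as well. The lowest were Hist1h2al (26.6-fold lower, 13.7–59.0), the synaptic protein Synpr (4.57-fold, 2.80–7.77), Ndn (3.05-fold, 2.46–3.81), Fam161a (2.7-fold), the glutathione transferase Gstp1 (2.56-fold, 2.46–2.66), Shroom3 (2.51-fold), Atp5g2 (2.49-fold) and the adhesion protein Flrt3 (2.44-fold). Each of these, and Ptgds, was lower than in sham in the ambient barcodes as well. Cd63 (1.69-fold), Ifi27 (1.84-fold, 1.71–1.98) and the MOL2 marker Hopx (1.58-fold) were higher, and Plp1 was 1.24-fold lower (1.23–1.25). Mag stood at 1.11, Opalin at 0.898 and Ddit3 at 1.11 times sham. Mog, at 1.01, turned to lower than sham under both other scalings. H2-D1 (2.41-fold higher, 2.11–2.77), B2m (1.47-fold) and Ifi27l2a (2.44-fold, 1.95–3.09) lay below ambient, with H2-D1 at 89.1 CPM in oligodendrocytes against 175 CPM in the ambient barcodes and Ifi27l2a at 32.2 against 174. Tnfrsf1a (86 UMIs against 0, at least 24.8-fold) lay below ambient as well.

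By list, 14 of 17 measured interferon response genes were higher at day 3, with a median of 2.44 (1.87–2.88) above all random lists. It was 1.02 with a minimum of 100 UMIs, since the small sums, such as Ifit3 (53 UMIs against 1, 45.8-fold) and Irf7 (29 against 1, 25.1-fold), carry the highest ratios. MHC class I genes had 6 of 12 higher (0.69, 0.57–1.04), with the immunoproteasome gene Psmb8 at 29 UMIs against 1. Complement and acute phase had 4 of 5 higher (3.82, 3.62–4.04), or a median of 0.93 with the lowered minimum of 1 UMI in each sum, which lets in further members of few UMIs. Immediate early genes had 11 of 17 higher (1.58, 1.10–2.34). Their median was −0.12 to 0.28 within subclusters 0 to 5, over 4 to 7 measured genes. The stress lists were higher in part: 7 of 17 of the integrated stress response (0.30, 0.24–0.43; Gdf15 38 UMIs against 1), 3 of 16 endoplasmic reticulum chaperones (0.40, 0.33–0.45; Manf 1.72-fold, 1.59–1.87), 4 of 20 heat shock and chaperonin genes (0.29; Hspa1a 4.86-fold) and 5 of 14 p53 targets (0.30). Of the cytoskeleton list 9 of 24 were higher (0.34), with Vim, the intermediate filament vimentin, 16.5-fold higher (12.3–22.7) but below ambient. Cholesterol synthesis had 2 of 20 higher (0.31, 0.27–0.40; the receptor Ldlr 1.59-fold and Mvd 1.52-fold) and iron handling 3 of 7 (0.35). Oxidative stress response had 4 of 15 (0.18), translation initiation 0 of 20 (0.24), proteasome 0 of 25 (0.23), ribosomal proteins 3 of 74 (0.26, 0.24–0.27, but −0.091 to 0.060 within subclusters 0 to 5), cell cycle 1 of 6 (0.38; Mcm6 2.24-fold, 1.44–3.56) and lysosome 2 of 22 (0.05, a sign that turned under another scaling). The lists of the study had 6 of 9 (MOL IFN, 0.83), 9 of 13 (MOL DA1, 0.93) and 6 of 16 (MOL DA2, 0.43) higher. Within subclusters 0 to 5 the medians were 0.34 to 0.79 for MOL IFN, 0.28 to 0.65 for MOL DA1, 0.051 to 0.16 for MOL DA2 and 0.16 to 2.23 for complement and acute phase, and the interferon response, measured in subclusters 0, 4 and 5, stood at 0.59 to 0.90. Hypoxia and glycolysis (−0.07, −0.12 to 0.05; 2 higher and 1 lower of 20), myelin (−0.03; 0 of 20) and oxidative phosphorylation (0.10; 0 of 25, turned under medians of ratios) had medians at or below that of all genes, which was 0.11 at day 3. The medians of p53 targets, oxidative stress response, cell cycle, lysosome, myelin and oxidative phosphorylation lay inside the central 95% of random lists. The reactive astrocyte list had 6 of 13 higher and 1 lower (0.55) and the reactive microglia list 3 of 9 higher and 1 lower (0.47), with Lgals3 at 43 UMIs against 0 and far below ambient; 2 homeostatic microglia genes and 2 chemokines were measured, of which Csf1 was 1.98-fold higher (1.77–2.22). Scaling by medians of ratios moved the log2 ratios of day 3 to sham by −0.11, so that values within that of 0 have no settled direction.

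The third comparison asked which differences from sham were present at day 7. C4b remained 6.28-fold (5.39–7.35), Serpina3n 5.71-fold (4.55–7.24) and Klk6 2.07-fold (1.89–2.27) above sham, at 153, 65.0 and 186 CPM. Irf9, a transcription factor of interferon signalling, was 5.71-fold higher (3.38–10.2), and Zc3hav1, an antiviral RNA-binding protein, 4.74-fold (2.74–8.71). Cdkn1a was at the level of sham, with 63 UMIs against 65 (0.979, 0.681–1.41). Ptgds was 3.72-fold lower (3.69–3.75) and the kinase Sgk1 3.88-fold lower (3.66–4.12).

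The rule took 13 higher and 11 lower genes at day 7 of 8804 tested; with TMM scaling the counts were 8 and 17, and with medians of ratios 9 and 17. A further 17 higher and 3 lower genes were not above ambient. The other higher genes included Rab7b, a small GTPase of endosomes (3.74-fold, 2.16–6.83), the elastase Cela1 (3.20-fold, 2.38–4.37), the clock gene Per3 (2.58-fold, 1.81–3.73), Lamtor3, a lysosomal scaffold of MTOR signalling (2.51-fold, 1.83–3.48), Cmbl (2.24-fold), Snx22 (2.14-fold) and Txnip, an inhibitor of thioredoxin (2.12-fold, 1.74–2.60). The lowest were Hist1h2al (22.8-fold lower, 11.8–50.5), Atp5g2 (4.55-fold, 3.17–6.68), Sgk1, Ptgds, Gstp1 (2.90-fold, 2.78–3.03), Timm8a1 (2.67-fold), Synpr (2.49-fold) and Rnasek (2.47-fold). Each of these was lower in the ambient barcodes too, Ptgds at 3695 CPM against 22179 CPM in sham. Vegfa, an angiogenic growth factor of the hypoxia list, was 2.15-fold lower (1.67–2.79) but below ambient. Mog (1.25-fold), Opalin (1.26-fold), Mag (1.15-fold), Il33 (1.44-fold) and Plp1 (1.07-fold) were slightly higher. The median log2 ratio of all genes was 0.077 at day 7, and Plp1 lay near it. Scaling by TMM and by medians of ratios moved the log2 ratios of day 7 to sham by −0.085 and −0.082. Cd63 (1.03) and Hopx (1.02) changed sign between scalings, and S100b, 1.84-fold higher (1.75–1.94), was below ambient. Ddit3 was 1.24-fold lower (1.09–1.42), Tnfrsf12a stood at 0.681 (0.410–1.12) and Tnfrsf1a had 9 UMIs against 0, a value that fell to −0.06 on the log2 scale once 10% of the sum was taken off as ambient RNA. H2-D1 was 4.25-fold higher than in sham (3.74–4.85; 1217 UMIs in 358 cells), Ifi27l2a 8.50-fold (6.92–10.5; 866 UMIs in 79 cells) and B2m 2.68-fold (2.28–3.16), at 157, 112 and 70.5 CPM, below the 182, 118 and 197 CPM of the ambient barcodes. Ifi27, 1.95-fold higher (1.81–2.10), was above its ambient level, at 265 CPM against 173.

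By list, 12 of 14 measured interferon response genes were higher at day 7 (median 2.60, 2.16–3.06; 0.95 with a minimum of 100 UMIs), including Ifit3 (92 UMIs in 14 cells against 1 UMI) and Isg15 (59 UMIs in 7 cells against 0, at least 19.9-fold), both below ambient. MHC class I genes had 6 of 11 higher (1.28, 0.65–1.52; 0.39 with a minimum of 100 UMIs), with Psmb8 at 47 UMIs in 8 cells, below ambient. Complement and acute phase had 3 of 5 higher (2.51, 1.69–2.72), a median that was 1.29 over per-cell CPM and 0.66 with the lowered minimum of 1 UMI in each sum. The immediate early list had 3 of 12 higher and 1 lower (0.21, 0.11–0.32), with Socs3 (10.1-fold) and Fos (5.05-fold) on few UMIs and below ambient. Genes of hypoxia and glycolysis were lower, with 5 of 19 at 1.5-fold and a median of −0.20 (−0.27 to −0.12) below all random lists, led by Hk2 (2.42-fold lower, 1.07–5.97, and below ambient) and Vegfa. Ribosomal protein genes also had a median below all random lists (−0.18, −0.20 to −0.16; 3 of 74 lower), and oxidative phosphorylation stood at −0.04 (1 of 25 lower; Ndufs5 1.91-fold, 1.77–2.05). Myelin genes had a median of 0.13 (0.10–0.14; 0 of 20), cytoskeleton genes 0.28 (6 of 23 higher; Tubb3 2.04-fold, 1.80–2.32) and cholesterol synthesis 0.15 (1 of 20; Dhcr7 1.51-fold). Endoplasmic reticulum chaperones stood at 0.14 (0 of 16), oxidative stress response 0.12 (1 of 15), proteasome 0.10 (0 of 25), cell cycle 0.31 (1 of 7) and the integrated stress response −0.00 (0 of 13). The medians of heat shock (0.03; 0 of 19), p53 targets (0.01; 0 of 11), translation initiation (0.05; 0 of 20), iron handling (0.08; 1 of 6) and lysosome (0.08; 1 of 22) turned under another scaling. The lists of the study had 5 of 9 (MOL IFN, 0.96), 6 of 13 (MOL DA1, 0.33, 0.30–0.38) and 2 of 15 (MOL DA2, 0.09) higher. Within subclusters 0 to 6, where fewer members were measured, the medians were 0.45 to 1.46 for the interferon response, 0.055 to 1.05 for MHC class I and −0.070 to 1.71 for complement and acute phase. Inside the central 95% of random lists were immediate early genes, the stress, chaperone and p53 lists, cholesterol synthesis, proteasome, lysosome, translation initiation, iron handling, cell cycle, MOL DA2 and reactive microglia. The reactive astrocyte list had 3 of 11 higher (0.32), the reactive microglia list 0 of 8 (0.15), and 1 homeostatic microglia gene and 2 chemokines were measured.

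**Figure D2:**
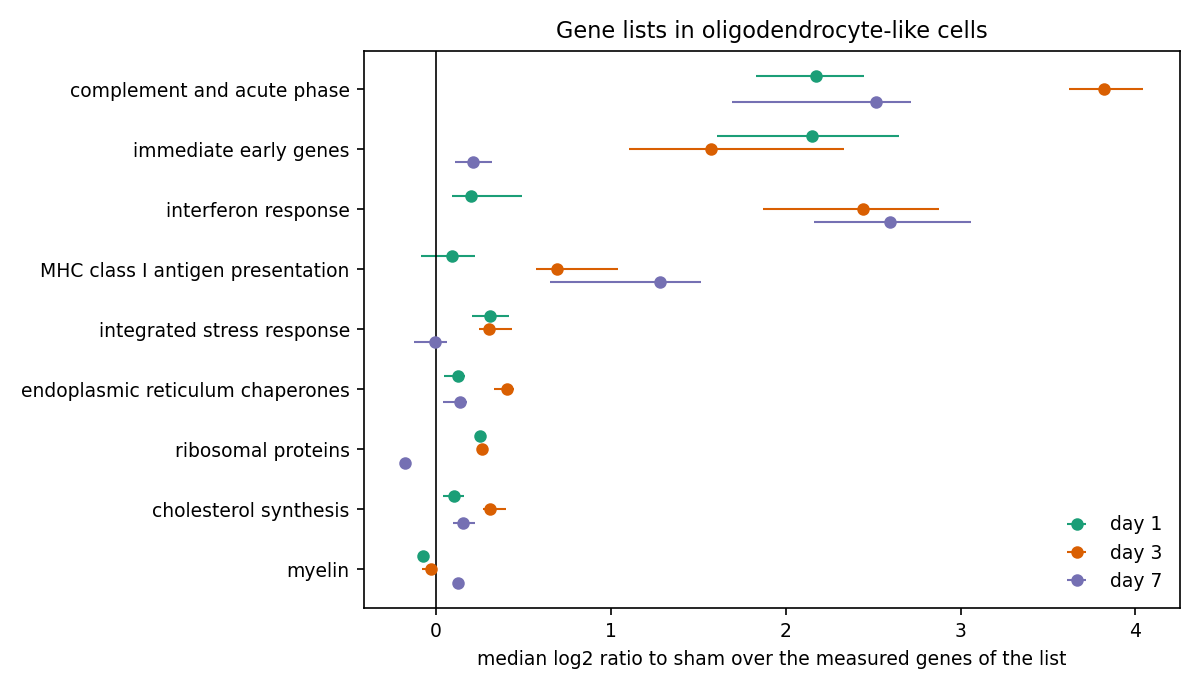
Median log2 ratio to sham (horizontal axis) of 9 gene lists (vertical axis) in oligodendrocytes, with days 1, 3 and 7 after the occlusion in separate colours. Points are the median of the measured members in 1 library and bars its 95% interval from Poisson draws. The immediate early median was 2.15 at day 1 (16 measured members) and 0.21 at day 7 (12 members). The interferon response median was 0.20 at day 1 (10 members) and 2.60 at day 7 (14 members). Since the measured members differ between days, points of different days are not like for like.

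Day 3 was also set against day 1, and day 7 against day 3, to see in which direction neighbouring days differed. Between day 1 and day 3, C4b (4.23-fold, 3.92–4.55), Klk6 (3.12-fold, 2.94–3.31) and Serpina3n (2.11-fold, 2.00–2.23) were higher at day 3, while Cdkn1a (1.88-fold, 1.69–2.08) and Atf3 (2.61-fold, 2.07–3.31) were lower. The rule took 30 higher and 6 lower genes; the counts were 18 and 11 with TMM and 18 and 10 with medians of ratios, and both scalings moved the log2 ratios by −0.10. The highest were S100a10, a partner of annexin 2 (6.70-fold, 5.68–7.96), Lgi4 (6.09-fold, 4.17–9.14), Plvap (5.57-fold), Syt4 (4.90-fold), Per3 (4.57-fold), the interferon-induced GTPase Irgm1 (4.06-fold), Fxyd3 (3.76-fold), Klk8 (3.63-fold), Col6a2 (3.49-fold), Zc3hav1 (3.30-fold) and the adhesion receptor Cd44 (3.22-fold, 2.43–4.31). The 6 lower genes were Cdk5rap1 (8.72-fold, 5.51–14.6), Sv2c (3.57-fold), Angptl4 (2.89-fold), Ucn2 (2.7-fold), Synpr (2.66-fold) and Atf3. Of the lists, 13 of 17 interferon response genes (median 1.24, 0.98–1.68), 7 of 12 MHC class I genes (0.76, 0.55–0.99), 6 of 13 MOL DA1 genes (0.53, 0.51–0.55) and 2 of 6 complement and acute-phase genes (0.25, 0.10–0.44) were higher, and 6 of 17 immediate early genes were lower with 2 higher (−0.23, −0.37 to 0.01). Ifi27l2a (4.08-fold) and H2-D1 (2.26-fold) remained below ambient.

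Between day 3 and day 7, Serpina3n was 6.48-fold lower at day 7 (5.90–7.12), Klk6 2.29-fold (2.15–2.43), C4b 2.25-fold (2.10–2.41), Cdkn1a 7.18-fold (5.52–9.47) and Tnfrsf12a 10.1-fold (6.92–15.4). The rule took 10 higher and 64 lower genes. The lowest included Atf3 (97 UMIs against 2, 41.5-fold, 11.2–348), Trib1 (28.3-fold, 10.8–105), Amotl1 (20.9-fold), Col6a2 (14.6-fold), Fos (14.5-fold, 9.68–22.6), Klk9 (13.5-fold), S100a10 (13.4-fold, 10.3–17.8) and Cd44 (11.2-fold, 6.50–20.9). The higher genes were Cdk5rap1 (4.44-fold, 2.68–7.67), Rbm11 (3.62-fold), Rab7b (3.34-fold), the linker histones Hist1h1c (2.89-fold) and Hist1h1e (2.32-fold), Fam13c (2.45-fold), Phlda1 (2.30-fold), N4bp2l1 (2.13-fold), Wdfy1 and Serpinb1a (both 2.08-fold). The immediate early (9 of 17 lower, median −0.90, −1.36 to −0.78), complement and acute-phase (3 of 5, −1.17), MOL DA1 (8 of 13, −0.71) and ribosomal protein (16 of 74, −0.42, −0.44 to −0.41) lists were lower, and so were the integrated stress response (6 of 17, −0.46), p53 targets (4 of 14, −0.42) and endoplasmic reticulum chaperones (4 of 16, −0.31). The interferon response stayed near day 3 (0.08, −0.04 to 0.20; 3 of 18 higher, 2 lower), and so did MHC class I (−0.13, −0.34 to 0.04; 3 of 12 higher, 2 lower). Of single genes, Ifi27l2a (3.48-fold, 3.04–3.98), B2m (1.82-fold) and H2-D1 (1.76-fold) were higher, each below ambient. Plp1 (1.32-fold) and Opalin (1.41-fold) were higher at day 7.

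**Figure D3:**
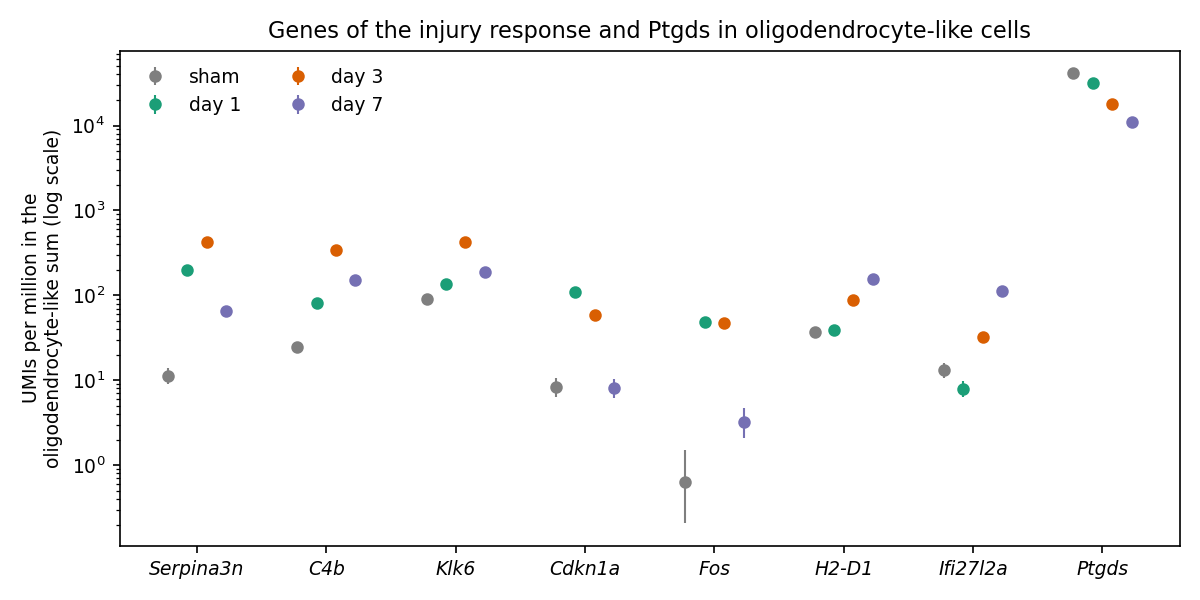
UMIs of 8 genes in the oligodendrocyte sum of each library (CPM, vertical log axis) for sham and days 1, 3 and 7. Points are the sum of 1 library and bars its exact Poisson 95% interval; Serpina3n stands at 11.4, 199, 421 and 65.0 CPM, and Ptgds is lower than sham at every day.

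How many oligodendrocytes carried these transcripts was read after thinning to 3000 UMIs, which left out 30, 23, 50 and 122 cells of the sham, day 1, day 3 and day 7 libraries. Serpina3n was seen in 2.60% of the sham cells (1.75–3.71), 13% at day 1 (11.2–15.0), 21.0% at day 3 (18.4–23.7) and 7.46% at day 7 (5.97–9.19); without thinning the shares were 4.71%, 18.0%, 30.3% and 10.7%. In microglia-like cells, which should lack it, the shares were 0, 0, 1.08% and 0, and in astrocyte-like cells 7.41%, 10.7%, 6.82% and 6.31%. These classes were thinned to 3000 UMIs as well. Before thinning, the cells kept had median depths of 4250.5, 6048, 7731 and 5118 UMIs in the microglia-like class. In the oligodendrocytes they were 6622, 7910, 8704 and 6623. C4b was seen in 5.29%, 11.9%, 36.1% (33.0–39.2) and 19.2% (16.9–21.7) of the cells (10.8%, 22.2%, 48.4% and 26.3% unthinned). The microglia-like shares were 6.90%, 10.3%, 9.68% and 18.6%, of 58, 29, 93 and 97 cells. Only the day 3 share of oligodendrocytes stood well above that of microglia-like cells. Whether microglia-like cells make C4b themselves was not tested, so their shares need not measure free RNA. Klk6 was seen in 8.33%, 11.6%, 21.1% and 13.5% (11.4%, 16.8%, 27.0% and 18.1% unthinned), against at most 1.03% of microglia-like cells. Cdkn1a was seen in 1.52%, 8.19%, 6.09% and 1.01% (3.75%, 12.7%, 9.27% and 1.49% unthinned), and Tnfrsf12a in 1.61%, 4.59%, 5.35% and 0.737% (3.58%, 7.22%, 8.97% and 2.07%), with microglia-like shares of 3.45%, 10.3%, 18.3% and 9.28% for Cdkn1a and at most 3.45% for Tnfrsf12a. Tnfrsf1a was seen in 0 of 1116 sham cells, which by the floor of 3 counts allows up to 0.269% of cells with a UMI (exact interval up to 0.330%), and in 0.689%, 1.15% and 0.276% of the cells at days 1, 3 and 7 (0, 1.80%, 4.89% and 0.662% unthinned), below the 25.9%, 10.3%, 24.7% and 26.8% of microglia-like cells. Ddit3 was seen in 16.3%, 19.5%, 16.1% and 14.3% (32.7%, 40.2%, 35.9% and 25.9%), with microglia-like shares of 5.17%, 3.45%, 5.38% and 6.19%. The interferon and MHC class I genes were expressed by the microglia-like cells themselves: Ifi27l2a was seen in 0.896%, 1.30%, 3.04% and 4.05% of oligodendrocytes (1.83%, 2.18%, 6.18% and 6.54% unthinned) and in 20.7%, 34.5%, 55.9% and 55.7% of microglia-like cells, H2-D1 in 10.9%, 10.3%, 18.6% and 19.4% (20.8%, 23.8%, 36.5% and 29.6%) and 84.5%, 89.7%, 87.1% and 94.8%, and B2m in 6.36%, 6.43%, 9.44% and 13.5% (15.4%, 15.5%, 19.2% and 21.8%) and 96.6%, 96.6%, 95.7% and 99%.

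As a score per cell, the summed thinned UMIs of Serpina3n, C4b and Klk6 lay above the sham 99th percentile (4.85 UMIs) in 1.08% of sham cells, 6.66% (5.37–8.15) at day 1, 18.2% (15.8–20.8) at day 3 and 6.45% (5.06–8.07) at day 7. For Ifi27, Ifi27l2a, H2-D1 and B2m (limit 3 UMIs) the shares were 0.986%, 1.68% (1.06–2.54), 6.30% (4.84–8.03) and 11.1% (9.33–13.2), and for Cdkn1a, Tnfrsf12a, Tnfrsf1a and Ddit3 (limit 2 UMIs) 0.538%, 6.35% (5.09–7.81), 3.99% (2.84–5.43) and 0.276% (0.0570–0.805). Without thinning they were 1.05%, 6.32%, 16.4% and 3.89%, then 1.05%, 3.68%, 12.96% and 12.3%, and 0.960%, 8.35%, 7.48% and 0.662%. The limit divides a range of scores: 14, 51, 60 and 26 cells of the first set, 144, 207, 219 and 245 of the second and 209, 275, 184 and 172 of the third lay within 1 UMI of the limit. Because the limit is a small whole or nearly whole number, other cell filters shift it, and the day 1 share of the second set was then 0.385% with a mitochondrial limit of 10%.

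**Figure D4:**
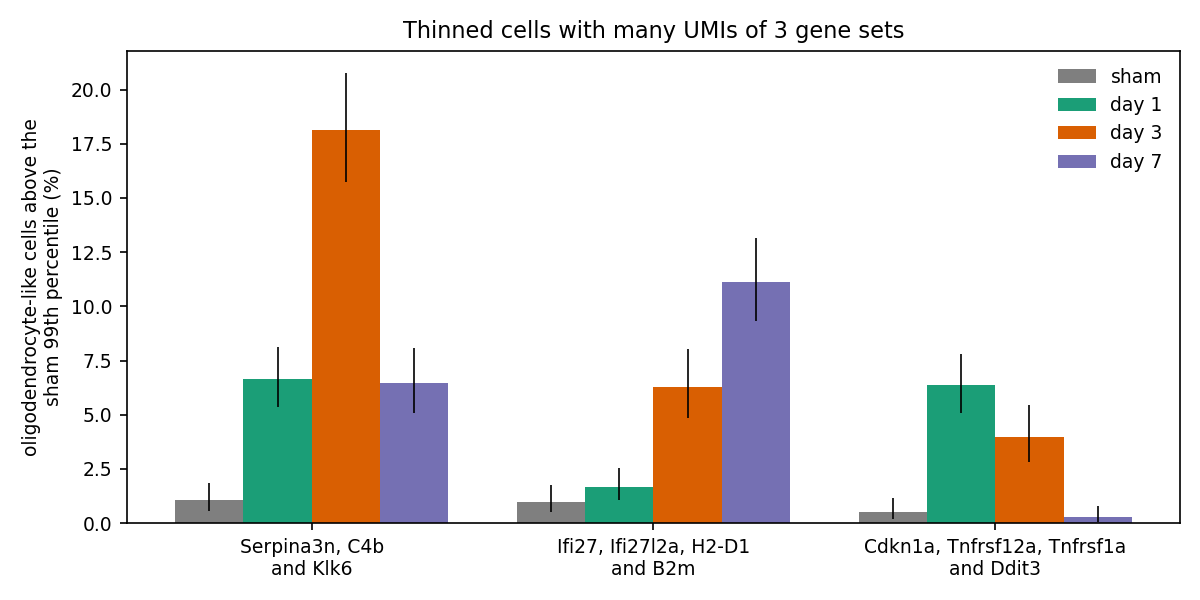
Share of oligodendrocytes (percent, vertical axis) whose summed UMIs of 3 gene sets, after thinning to 3000 UMIs, lie above the 99th percentile of the sham cells, for sham and days 1, 3 and 7. Bars are the share in 1 library and error bars its exact binomial 95% interval; the set of Serpina3n, C4b and Klk6 reaches 18.2% at day 3 and that of Ifi27, Ifi27l2a, H2-D1 and B2m 11.1% at day 7.

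Oligodendrocytes were then divided into MOL2-like cells, with higher S100b and Hopx, and MOL5/6-like cells, with Ptgds and Opalin, to ask whether the types differed in their response. MOL2-like cells were 9.25% (7.63–11.1), 7.89% (6.50–9.48), 11.1% (9.19–13.2) and 10.8% (9.07–12.6) of oligodendrocytes in sham and at days 1, 3 and 7, MOL5/6-like cells 77.3%, 78.1%, 71.1% and 74.1%, and the rest (13.4%, 14.0%, 17.8% and 15.1%) stayed unnamed. These shares depend on the clustering: with all variable genes the MOL2-like shares were 13.4%, 12.9%, 16.5% and 14.7%. At day 1 the log2 ratio to sham was lower in MOL2-like than in MOL5/6-like cells for Serpina3n (0.39 against 4.62, difference −4.23, −5.16 to −3.28), Cdkn1a (0.95 against 4.22, −3.27, −4.21 to −2.22) and C4b (0.16 against 2.06, −1.90, −2.77 to −1.0). Klk6 was at 659 CPM in sham MOL2-like cells and at 7.42 CPM in sham MOL5/6-like cells, and was higher with injury in the latter (log2 ratio −0.22 against 3.70 at day 1, 0.37 against 5.83 at day 3 and 0.26 against 3.38 at day 7). At day 3 C4b no longer differed beyond counting error (3.85 against 4.04, −0.19, −0.82 to 0.58), and Serpina3n stood at 3.65 against 5.75 (−2.09, −2.82 to −1.26). At day 7 the difference was −1.48 (−2.30 to −0.52) for Serpina3n and 0.29 (−0.39 to 1.06) for C4b. The log2 ratio of H2-D1 was higher in MOL2-like cells at each day (0.75 against −0.05, 1.92 against 1.20 and 2.69 against 1.84). These differences share the same sham levels, 24.7 CPM (24 UMIs) in MOL2-like and 40.9 CPM in MOL5/6-like cells. After injury the levels were near each other, at 41.6 and 39.5 CPM at day 1, 93.5 and 94.1 at day 3, and 160 and 147 at day 7. All lay below the ambient level of their library. The MHC class I list did not differ beyond counting error (0.49, −0.13 to 0.99, then −0.16, −0.51 to 0.44, and 0.02, −0.34 to 0.63), nor did B2m at day 7 (−0.15, −0.89 to 0.71). The log2 ratio of Ifi27l2a at day 7 was 0.35 against 4.70 (−4.35, −5.07 to −3.70), from sham levels of 77.2 CPM in MOL2-like and 4.66 CPM in MOL5/6-like cells to 98.3 and 121 CPM. Ribosomal protein genes differed by −0.33 (−0.36 to −0.30) at day 1, −0.44 (−0.47 to −0.41) at day 3 and −0.08 (−0.11 to −0.05) at day 7, and the complement and acute-phase list, with 4 members, by −1.26 (−1.83 to −0.75), −0.22 (−0.68 to 0.03) and −0.17 (−0.62 to 0.18). The MOL5/6-like cells include subcluster 7, led by Gadd45b, Fos, Atf3 and Serpina3n, with 3, 143, 173 and 36 cells in the 4 libraries. They also include subcluster 10, led by hypoxia genes such as Vegfa and Ldha, with 17 cells, all of day 1. Without subcluster 7 the day 3 difference of Serpina3n turned to 0.85, that of ribosomal proteins to 0.00 and the day 1 difference of the complement and acute-phase list to −0.56. That removal takes reactive cells from the MOL5/6-like side alone and so does not decide whether the types differ.

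The microglia-like class had enough cells for days 3 and 7 (77 in sham, 121 and 154). It held both microglia, the resident immune cells of the brain, and macrophage or monocyte-like cells: at the finer resolution 2.0 it parted into a microglia-like cluster of 66, 53 and 94 cells in sham and at days 3 and 7 and a macrophage or monocyte-like cluster of 11, 68 and 60 cells. The values that follow are of the class as a whole, whose mixture differed between the libraries. In the whole class, fewer transcripts of the homeostatic genes and more of the reactive genes were found at both days. How much of this comes from the mixture was not tested. P2ry12, a purinergic receptor of resting microglia, was 2.87-fold lower at day 3 (2.59–3.18) and 1.92-fold lower at day 7 (1.74–2.12), and Tmem119 2.54-fold (2.21–2.92) and 1.93-fold. Spp1, which encodes osteopontin, had 4147 UMIs in 33 cells at day 3 and 2133 in 23 cells at day 7 against 0 in sham (at least 423-fold and 304-fold higher). The rule took 144 higher and 45 lower genes at day 3, and 25 and 8 at day 7 (38 and 3 with medians of ratios). A further 34 higher genes at day 3 and 13 at day 7 were not above ambient. At day 3 the higher genes included fibronectin (Fn1, at least 29.8-fold), Gpnmb (at least 28.4-fold), Apoc2 (at least 26.5-fold), the proliferation genes Top2a (at least 11.0-fold), Mki67 (at least 8.97-fold) and Birc5 (at least 8.67-fold), the fatty-acid carrier Fabp5 (113-fold, 38.6–549), galectin-3 (Lgals3, 15.4-fold, 10.2–24.4) and the chemokine Ccl2 (8.91-fold, 4.25–22.4); lower were Lag3 (3.31-fold, 2.40–4.57), Btg2 (3.05-fold) and Slc2a5 (2.95-fold). At day 7 they included Fabp5 (57.5-fold, 19.5–280), the lipase Lpl (16.2-fold, 7.32–44.6), Apoe (9.42-fold, 8.87–10.0), Apoc1 (at least 9.12-fold), Igf1 (7.10-fold, 2.92–22.4) and Csf1 (4.62-fold, 1.86–14.8), with Clec4a2 (2.68-fold) and Txnip (2.30-fold) lower. By list, 9 of 10 homeostatic genes were lower at day 3 (−1.07, −1.17 to −1.01) and 5 of 10 at day 7 (−0.68, −0.77 to −0.58), and 15 of 19 reactive genes were higher at day 3 (1.49, 1.20–1.59) and 16 of 20 at day 7 (2.09, 1.61–2.38). Cell cycle genes had 14 of 16 higher at day 3 (2.57, 1.66–2.95) and 1 of 4 at day 7, with 1 lower. Interferon response genes had 13 of 20 (0.99, 0.76–1.27) and 2 of 17 (0.12, −0.14 to 0.51), with 1 lower. Among chemokines and cytokines 7 of 11 were higher (1.23), with 1 lower, and 3 of 8 (−0.23, −0.38 to 0.13), with 1 lower, and among hypoxia and glycolysis genes 8 of 14 (1.17) and 4 of 12 (0.46). Myelin genes were higher too, in 14 of 15 members at day 3 (1.95) and 14 of 14 at day 7 (2.24), and are transcripts of oligodendrocytes.

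Astrocyte-like cells (106 in sham, 78 at day 3, 192 at day 7) showed genes of reactive gliosis. The intermediate filament genes Gfap (17.1-fold at day 3, 5.52–85.8, and 12.2-fold at day 7, 4.00–60.5, from 3 sham UMIs) and Vim (8.46-fold, 4.74–16.4, and 5.30-fold, 3.00–10.2) were higher, as was the interferon-induced membrane protein Ifitm3 (40.8-fold, 10.9–343, in 17 cells, and 20.9-fold, 5.60–175, in 15 cells). A separate entry named Gfap-alfa was among the leading genes of cluster 9 of this class, and no ratio is given for it. The Gfap ratios are thus of the entry named Gfap alone and need not hold for the gene as a whole. S100a6 was 3.63-fold higher at day 3 (2.59–5.18) and 2.04-fold at day 7 (1.46–2.90), and Lgals1 was 4.79-fold higher (2.66–9.24) at day 3. The rule took 9 higher and 2 lower genes at day 3 and 10 and 9 at day 7. A further 7 higher genes at day 3, and 1 higher and 3 lower genes at day 7, were not above ambient. Genes taken as lower were Crym (2.85-fold) and Snhg20 (2.12-fold) at day 3. At day 7 they included Ppia (2.55-fold), Btg1 (2.44-fold) and Lysmd2 (2.32-fold). The reactive astrocyte list had 4 of 12 members higher at each day (0.29, 0.14–0.41, and 0.12, 0.05–0.30). Ribosomal protein genes had 44 of 73 higher at day 3 (0.62, 0.56–0.70) and 6 of 73 lower at day 7 (−0.23, −0.28 to −0.16), and complement and acute-phase genes 4 of 5 higher (1.03, 0.63–1.69) and 2 of 5 (0.65, 0.22–1.30). The class holds clusters 8 and 9, with 49 and 57 cells in sham, 24 and 54 at day 3 and 126 and 66 at day 7, so that cluster 8 held most of the class only at day 7. At resolution 2.0 a cluster led by Gfap-alfa, Aldoc and Clu held 13, 36 and 34 of these cells in sham and at days 3 and 7, so that the make-up of the class differed between the libraries. The sums are small (352065, 336230 and 674296 UMIs), and genes of the myelin list stood at 0.24 and −0.76, the latter 0.08 once 10% ambient RNA was taken off.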

Values the study reported

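The study reported 4,573 high-quality oligodendrocytes in its single-cell libraries after quality control. Its integrated set of oligodendrocytes is given with 4,673 single cells, a number that differs from the first.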

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

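The test of Ptgds within MOL5/6-like cells was chosen only after its result was seen; the other tests in this part were set out before their values were seen. The differences between days were not tested, since each day has 1 library and all share the sham library. No group had enough samples for a search for outlying samples.

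Ptgds was 3.72-fold lower in oligodendrocytes at day 7 than in sham, and lower in the ambient barcodes too, at 3695 CPM against 22179 CPM. A lower share of MOL5/6-like cells, which have it among their markers, would leave its level within them near sham, but the ratio within MOL5/6-like cells clustered without Ptgds was 0.270 (0.268–0.273). Less free RNA in the day 7 library could take away no more than the ambient level of sham, and the fall was 136% (134–137) of it. Both are thus argued against as the whole cause, and a response to the injury remains as a hypothesis. A difference between animals or preparations was not tested and stays open.

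Immediate early genes were higher in the oligodendrocyte sums at days 1 and 3, and Cdkn1a and Tnfrsf12a with them. After thinning to one depth, 5.59% (4.40–6.97) of day 1 and 3.57% (2.48–4.95) of day 3 cells lay above the sham 99th percentile of the immediate early list, and 6.35% (5.09–7.81) and 3.99% (2.84–5.43) above that of the summed Cdkn1a, Tnfrsf12a, Tnfrsf1a and Ddit3. The sums are scaled to the same total, so these shares bear on how many cells lie above the limit and not on the ratios of the sums. For the number of such cells they argue against deeper cells in those libraries as the whole cause. Stress of cell isolation that differed between the libraries cannot be told apart from a response to the injury: the median log2 ratio of these genes at day 3 was 0.64 (0.10–0.93, 4 genes measured) in astrocyte-like cells and 0.02 (−0.31 to 0.55, 11 genes) in microglia-like cells, against 1.58 in oligodendrocytes. The few genes measured in astrocyte-like cells, and 1 preparation per group, keep it open.

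Interferon response and MHC class I genes were higher in oligodendrocytes at day 7, while H2-D1, B2m, Ifi27l2a, Ifit3, Isg15 and Psmb8 lay below their ambient level. RNA of microglia-like cells, at the share their marker genes give (0.0424% at day 7 and 0.0109% in sham), accounted for 0.281% (0.167–0.481) of the difference in the median gene, and for under 20% in 18 of 18 genes. With the MOL2-like and MOL5/6-like make-up of sham the median of the MHC class I list was 1.30, 101% of its value of 1.28. These values argue against both explanations, and a response of some oligodendrocytes may remain, as a hypothesis. With 10% of each sum removed as ambient RNA, the day 7 median of MHC class I fell to 0.88, while that of the interferon response rose from 2.60 to 2.86. The subtraction also cuts the small sham sums, which can raise a ratio, so the higher median does not exclude free RNA. A larger share of free RNA, which was not tried, stays open.

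Some results had opposite signs on different days, as log2 ratios to sham. The median of the myelin list was −0.074 at day 1 and 0.13 at day 7, where the medians of all genes were 0.011 and 0.077. The median of the ribosomal protein list over the summed class was 0.25 at day 1, 0.26 at day 3 and −0.18 at day 7; within single subclusters it was −0.085 to 0.022 at day 1 (subclusters 0 to 6), −0.091 to 0.060 at day 3 (0 to 5) and −0.25 to −0.097 at day 7 (0 to 6). Ifi27l2a stood at −0.74 at day 1, 1.29 at day 3 and 3.09 at day 7, below its ambient level on each of these days. The lower sum at day 1 came without a lower share of cells. After thinning, 0.896% (0.431–1.64) of sham cells and 1.30% (0.759–2.07) of day 1 cells had a UMI of it. Sgk1 stood at 0.98 at day 1 and −1.96 at day 7.

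Erythrocyte markers are used in no comparison between the libraries. In the barcodes of at most 100 UMIs, which give the ambient level, they had more UMIs than in sham, with ratios of 1.62 (1.39–1.88) at day 1, 1.70 (1.47–1.96) at day 3 and 1.26 (1.08–1.46) at day 7.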

How the results depend on the processing

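The tests without subcluster 7, without Ptgds in the clustering, without cluster 10 or subcluster 9 and with the highest 2% of doublet scores removed were chosen only after the results were seen. No paired analysis was possible because each group has replicate 1 only and no test was made. Of 4749 recomputed gene ratios 4460 stayed within their counting interval, 287 moved beyond it and 2 turned. Of 1942 list medians 1724 stayed, 216 moved and 2 turned, and of 287 differences between subtypes 243 stayed, 34 moved and 10 turned. A change of sign was counted as turned for only part of the results. Other small values changed sign between scalings without being counted so, among them Mog at day 3 and the lysosome median at day 7. Of 388 shares 293 stayed and 95 moved, and of 156 counts of genes 133 stayed and 23 moved. Depth limits genes with few UMIs and lists made of them. The cause was not tested except where fewer genes or cells enter by construction.

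With a minimum of 2000 UMIs the oligodendrocyte share was 81.9% in sham, 90.7% at day 1, 81.6% at day 3 and 71.4% at day 7, and with a mitochondrial limit of 10% it was 79.4% at day 3. With 10% ambient RNA subtracted, the log2 ratio of Tnfrsf1a at day 7 turned to −0.057, the reactive astrocyte median of day 3 against day 1 to −0.020 from 0.23, and the myelin median of astrocyte-like cells at day 7 to 0.081. Over the mean of per-cell CPM, Olfml3 at day 7 against day 3 turned to 0.27 from −3.10.

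The immediate early median at day 1 was 1.54 with the 10% mitochondrial limit, 1.56 with the member minimum lowered to 1 UMI in each sum and 1.24 with a minimum of 100 UMIs. The complement and acute-phase median was 2.54 at day 1, 3.57 at day 3 and 1.29 at day 7 over per-cell CPM, 1.03, 0.93 and 0.66 with the lowered minimum, 1.74 at day 1 and 1.54 at day 7 with 100 UMIs, and 1.55 at day 7 with 10% ambient subtracted. The interferon response median was 1.85 at day 3 and 1.73 at day 7 with the lowered minimum, and 1.02 and 0.95 with 100 UMIs. The MHC class I median was 0.47 at day 3 over per-cell CPM, and 0.55 at day 3 and 0.39 at day 7 with 100 UMIs.

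The rule for named genes took 8 higher and 17 lower genes at day 7 and 18 and 11 at day 3 against day 1 with TMM. With medians of ratios it took 17 lower at day 7, 18 and 10 at day 3 against day 1, and 38 and 3 in microglia-like cells at day 7. With a minimum of 20 UMIs it took 8 lower genes at day 1, 21 higher and 17 lower at day 7, and 10 lower at day 3 against day 1. With 200 UMIs it took 24 and 1 at day 1, 43 and 8 at day 3, 5 and 7 at day 7, 10 and 2 at day 3 against day 1, and 6 and 30 at day 7 against day 3.

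The share of cells above the sham limit for Serpina3n, C4b and Klk6 at day 3 was 14.8% with 2000 UMIs and with doublets kept, 15.1% with the 10% mitochondrial limit and 15.4% without the top doublet scores. At day 7 it was 3.89% without thinning, 4.58% with 2000 UMIs, 4.87% with doublets kept and 5.04% without the top doublet scores. For Ifi27, Ifi27l2a, H2-D1 and B2m it was 3.68% at day 1 and 12.96% at day 3 without thinning, 0.385%, 4.44% and 8.43% at days 1, 3 and 7 with the 10% mitochondrial limit, and 0.535%, 4.50% and 8.09% with doublets kept. For Cdkn1a, Tnfrsf12a, Tnfrsf1a and Ddit3 it was 8.35% at day 1 and 7.48% at day 3 without thinning, and 4.93% at day 1 with the 10% mitochondrial limit. The sham limit and the thinning draw differ between these settings.

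The MOL2-like share in sham was 11.7% at resolution 1.5, 13.4% with all variable genes and 11.3% without Ptgds. It was 9.55% at resolution 0.4 and 12.9% with all variable genes at day 1, 13.4% at resolution 1.5 and 16.5% with all variable genes at day 3, and 15.1%, 15.8% and 14.7% at resolutions 0.4 and 1.5 and with all variable genes at day 7. Without subcluster 7, the MOL2-like minus MOL5/6-like difference at day 1 was 0.085 for MOL DA2, −0.56 for complement and acute phase, 0.16 for Cd63 and −0.0057 for Plp1. At day 3 it was 0.20 for MOL IFN and for MOL DA1, 0.093 for MOL DA2, 0.00075 for ribosomal proteins, 0.31 for Cd63, 0.063 for Cela1 and 0.85 for Serpina3n. Since reactive cells are then taken from the MOL5/6-like side alone, these values do not decide whether the types differ.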

Other observations

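Barcodes of at most 100 UMIs held fewer UMIs of granulocyte markers in the injury libraries than in sham, with ratios of 0.385 (0.291–0.505) at day 1, 0.617 (0.493–0.773) at day 3 and 0.0845 (0.0523–0.131) at day 7. Of the 181 sham UMIs 70 were of S100a8 and 101 of S100a9, while Csf3r went the other way, with 2 UMIs in sham and 21 of the 23 at day 7. For lymphocyte markers the intervals of all 3 days included 1.

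Hist1h2al, Atp5g2, Gstp1 and Ptgds were lower than in sham in the ambient barcodes of every later library as well as in oligodendrocytes. Hist1h2al stood at 19.6 CPM in the ambient barcodes of sham and at 0.385, 1.65 and 1.70 CPM at days 1, 3 and 7. Atp5g2 stood at 13.2 CPM against 3.08, 5.29 and 2.27, and Gstp1 at 466 CPM against 221, 204 and 61.2. Ptgds stood at 22179 CPM in sham and at 3695 CPM at day 7.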
